# Correlated miR-mRNA Expression Signatures of Mouse Hematopoietic Stem and Progenitor Cell Subsets Predict “Stemness” and “Myeloid” Interaction Networks

**DOI:** 10.1371/journal.pone.0094852

**Published:** 2014-04-18

**Authors:** Diane Heiser, Yee Sun Tan, Ian Kaplan, Brian Godsey, Sebastien Morisot, Wen-Chih Cheng, Donald Small, Curt I. Civin

## Abstract

Several individual miRNAs (miRs) have been implicated as potent regulators of important processes during normal and malignant hematopoiesis. In addition, many miRs have been shown to fine-tune intricate molecular networks, in concert with other regulatory elements. In order to study hematopoietic networks as a whole, we first created a map of global miR expression during early murine hematopoiesis. Next, we determined the copy number per cell for each miR in each of the examined stem and progenitor cell types. As data is emerging indicating that miRs function robustly mainly when they are expressed above a certain threshold (∼100 copies per cell), our database provides a resource for determining which miRs are expressed at a potentially functional level in each cell type. Finally, we combine our miR expression map with matched mRNA expression data and external prediction algorithms, using a Bayesian modeling approach to create a global landscape of predicted miR-mRNA interactions within each of these hematopoietic stem and progenitor cell subsets. This approach implicates several interaction networks comprising a “stemness” signature in the most primitive hematopoietic stem cell (HSC) populations, as well as “myeloid” patterns associated with two branches of myeloid development.

## Introduction

microRNAs (miRs) have emerged as novel regulators in many physiologic and pathophysiologic processes, and studies of the accessible and tractable hematopoietic system have identified many individual miRs exerting control over proliferation and differentiation. Acting to repress translation or lead to degradation of target mRNAs through partially complementary binding, these 18–24 base pair molecules exert a post-transcriptional layer of control over differentiation in several hematopoietic lineages.

In myelopoiesis, miR-223 has been shown to regulate granulocyte development in both humans and mice [1], [2], while the clustered miRs 144 and 451 are important regulators of erythropoiesis [3]. miRs also play important roles in lymphoid differentiation, with miR-155 regulating T helper cell differentiation and germinal center responses [4], miR-150 regulating Natural Killer (NK) and invariant NK T cells [5], and the miR-17∼92 cluster being essential for B cell development [6]. Less is known about miR control over hematopoietic stem cell maintenance and self-renewal. Conditional Dicer knockout mice using either mx1-CRE or the HSC-specific vav-CRE have demonstrated that HSCs are dependent on this miR-processing enzyme, indicating that one or more miRs are necessary for hematopoiesis [7], [8]. While miR-125a has been shown to regulate the size of the HSC pool in mice, it remains unknown which miRs are necessary for HSC maintenance and self-renewal [7].

While these studies of individual miRs have revealed much about control of hematopoietic development, there have been no comprehensive studies of miR *networks* that operate during the early stages of hematopoietic differentiation and maturation. Here we create a map of global miR expression in each stage of early hematopoietic stem and progenitor cell development, with a focus on the myeloid branch of differentiation. We have profiled miR expression in 6 Hematopoietic Stem/Progenitor Cell (HSPC) populations: Long-Term Hematopoietic Stem Cell (LT-HSC), Short-Term HSC (ST-HSC), Multipotent Progenitor (MPP), Common Myeloid Progenitor (CMP), Granulocyte-Monocyte Progenitor (GMP) and Megakaryocyte-Erythroid Progenitor (MEP) [9]. We then correlated microarray values with qRT-PCR-measured absolute copy number per cell to generate a database of estimated miR expression in each cell type. As data is emerging in the literature that a given miR must be expressed above a certain intracellular threshold level to exert a substantial functional effect, this absolute quantification database provides a valuable resource for the identification of miRs with functional roles in these rare stem and progenitor populations [10], [11], [12].

Further, we have combined this miR expression data with mRNA expression data from the same populations to create a global miR-mRNA interaction database. By using a novel Bayesian approach which takes into account the ordered nature of hematopoietic differentiation, we created an algorithm to identify inverse expression correlations between miR-mRNA pairs [13]. In combination with two existing target prediction algorithms (TargetScan and MiRanda), this program was used to identify a global network of interactions between miRs and mRNAs during early hematopoietic differentiation.

## Results

### Isolation of early hematopoietic stem and progenitor populations

From among the several methods utilized to isolate hematopoietic stem cells (HSCs) on the basis of differential cell surface antigen expression, we chose a strategy capable of separation of both HSCs and multiple defined progenitor subtypes [14], [15]. Mouse bone marrow was first depleted of mature cells expressing “lineage” antigens, followed by immunomagnetic enrichment of cells expressing c-kit, to obtain a bulk population enriched in Hematopoietic Stem and Progenitor Cells (HSPCs) (Figure 1A). Populations enriched in hematopoietic stem cells (“HSC subsets”: Long-Term HSCs, Short-Term HSCs and Multipotent Progenitors) were isolated from bulk HSPCs in a single FACS sort according to the schematic shown in Figure 1B. Myeloid progenitor populations (Common Myeloid Progenitors, Granulocyte-Monocyte Progenitors and Megakaryocyte-Erythroid Progenitors) were isolated in a separate FACS sort from bulk HSPCs along with the more heterogeneous KSL population (c-Kit+, Sca-1+, Lineage−), as shown in Figure 1C. 

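The sort markers were read in the mRNA of the sorted populations, as normalized log2 intensities of 1 probe per gene. The transcript of c-kit, Kit (chromosome 5 of mm9, 76052287 to 76052346 for the probe), was at 11.60 ± 0.30 (SD, n = 2 arrays) in LT-HSC and at 11.00 ± 0.10 (SD, n = 3) in MEP, the highest of the myeloid populations. Ly6a, which encodes Sca-1, was at 10.47 ± 0.70 (SD, n = 2) in LT-HSC, 9.71 ± 0.67 (SD, n = 3) in GMP and 5.69 ± 0.57 (SD, n = 3) in MEP. Cd34 mRNA was at 14.96 ± 0.20 (SD, n = 2) in LT-HSC, 16.64 ± 0.24 (SD, n = 3) in MPP and 9.80 ± 1.10 (SD, n = 3) in MEP. Flt3 was highest in MPP, at 9.93 ± 0.18 (SD, n = 3), against 9.38 ± 1.09 (SD, n = 3) in CMP, where replicate 1 at 10.27 was above every MPP array, 6.86 ± 0.12 (SD, n = 3) in ST-HSC and 8.24 ± 0.93 (SD, n = 2) in LT-HSC. Fcgr3 was highest in GMP, at 13.61 ± 0.18 (SD, n = 3), and stood at 8.55 ± 1.78 (SD, n = 3) in MEP. Between HSC subsets and myeloid populations, the difference in Fcgr3 of -1.49 on the log2 scale turned to 0.19 when the scanning run was added to the fit. Fcgr2b was also highest in GMP, at 11.20 ± 0.13 (SD, n = 3). These values are mRNA levels, while the sort used surface protein.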

The surface marker separation strategy used for each individual population is summarized in Figure 1D, and has been previously described [14], [15].

**Figure 1:**
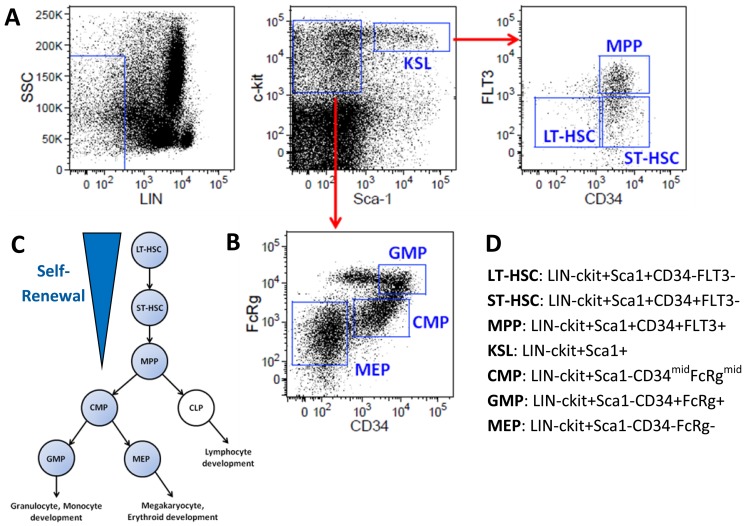
Isolation of mouse hematopoietic stem and progenitor subsets from whole bone marrow. Gating strategy used to isolate HSPC populations in A) Hematopoietic Stem Cell sort and B) Myeloid Progenitor sort. C) Hierarchy used in subsequent informatics analysis D) Summary of defining cell surface markers used to separate HSPC subsets.

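The mRNA of the 6 populations was measured on 17 Agilent single-color whole mouse genome arrays, 2 of LT-HSC and 3 each of ST-HSC, MPP, CMP, GMP and MEP. By the methods, each replicate sample was a pool of 10 to 20 mice. One LT-HSC array was labelled as a pool of replicates 2 and 3, and 1 array of each population carried no replicate number. The deposited scanner output gives the brightness of each spot after background subtraction by the Agilent software, without normalization between arrays. These intensities were taken as log2 and quantile normalized over the 17 arrays, as the methods state. Control spots and spots marked as outliers were then left out, and the spots of a probe were averaged, which gave 41174 probes. Each of the 28090 gene names was represented by its probe with the highest mean. Between 41.4% and 70.2% of the non-control spots of an array were well above background. The median number of such spots was 20818 in LT-HSC, 29769 in ST-HSC, 28698 in MPP, 24600 in CMP, 22975 in GMP and 21377 in MEP. The unnumbered LT-HSC array was dim, with a 75th percentile of intensity of 53.1, against at least 243.3 on every other array. The arrays were scanned in 3 runs. Run 1 held 6 myeloid arrays, run 3 held 6 arrays of HSC subsets, and run 2 held 1 array each of ST-HSC, MPP, CMP, GMP and MEP. Both LT-HSC arrays were alone on 1 slide. The first principal component held 33.6% of the variance, and its R² was 0.946 with population and 0.796 with scanning run. With both terms in the fit, 9028 of 28090 genes differed between runs (F-test of limma, adjusted p under 0.05).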

RNA was isolated from each indicated FACS-sorted HSPC subset and profiled for miR and mRNA expression using Agilent single-color miR arrays and low input 4×44k mRNA arrays.

### Quantification of miR copy number per cell in HSPC subsets

As emerging data in the literature suggests that miRs must be present at levels above a certain threshold in order to functionally repress their targets [10], [11], [12], we sought to create a resource describing the absolute copy number per cell of each individual miR in each HSPC subset. To this end, microarray expression values were subjected to quantile normalization using Limma software, and normalized values were correlated with copy number per cell as determined by Taqman qPCR [16]. Standard curves were constructed using known concentrations of synthesized RNA oligos for 15 representative miRs (selected over a range of array expression values), and then used to calculate miR copy number per cell. We used the GMP subset for this validation process, as this was a relatively abundant progenitor population. All HSPC populations measured yielded 5–8 pg of total RNA per cell. 8 pg per cell was chosen to calculate absolute copy number for all populations, to err on the side of inclusion of miRs expressed near the threshold. For 15 individual miRs with a range of array values, normalized array intensity was plotted against qPCR-measured absolute copy number per cell. In order to minimize confounding effects of GC content we chose a range of miRs from high to low GC contents. We then performed a regression analysis in order to set a copy number threshold based on normalized array values (Figure 2A). The threshold for miRs predicted to be expressed at functional levels was set at 100 copies per cell, based on recent reports [10], [11]; specifically, we set a rather inclusive threshold at 95% confidence to include all miRs expressed at ≥100 copies per cell (normalized array intensity value ≥6.25, based on the regression analysis) (Table S1). In this manner, we are able to say with 95% certainty that a miR present at >100 copies per cell will appear above our threshold (p<0.05) and will be included in subsequent analyses. While this precise threshold level of 100 miR molecules per cell is likely not the absolute functional threshold for every cell and every microRNA, applying this threshold substantially narrows our “miRs of interest” group for subsequent analyses. By including this information on absolute copy number, and therefore excluding those miRs that are likely to be expressed well below levels where they are likely to repress their targets substantially, we are able to focus our algorithm on the miRs most likely to be playing a functional role in HSC maintenance and early hematopoietic differentiation. In this manner, estimates of absolute copy number act as an additional factor in the computational global analysis of miR and mRNA expression data, potentially reducing false positives of miRs expressed below a functional level.

**Figure 2:**
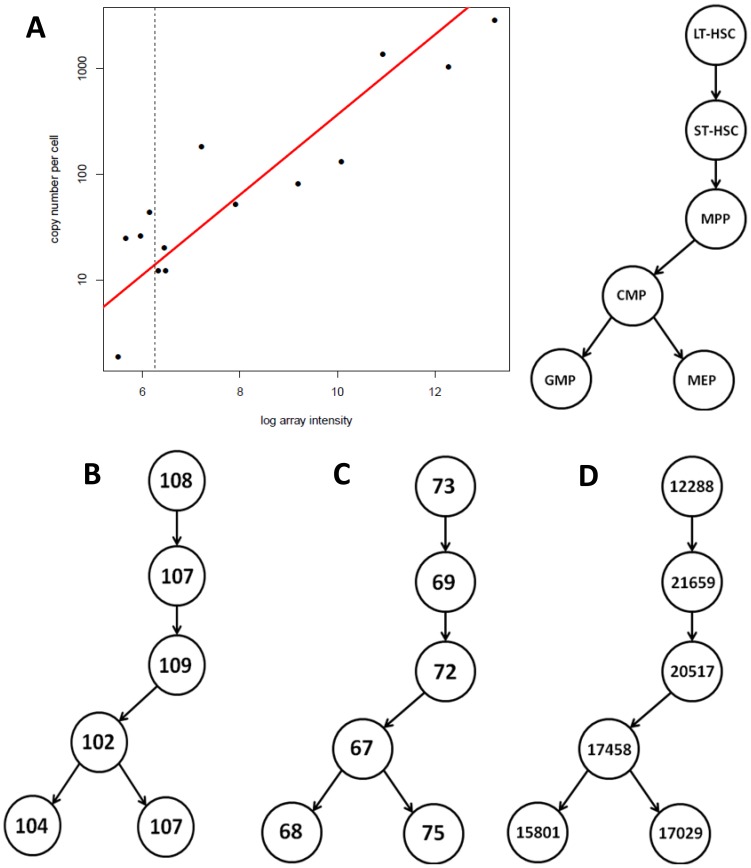
Quantification of miR copy number is used to determine functional levels of expression in HSPC subsets. a) copy number per cell was determined in the GMP subset for 15 representative miRs, and plotted against normalized array value. Regression analysis was used to infer the relationship between the two values (best-fit line appears in red), and from this we estimated the array value above which we are 95% certain that a miR with >100 copies per cell would appear. That is, we estimated a one-sided 95% confidence interval of array values for miRs with 100 copies per cell or greater. Thus, miRs with >100 copies per cell have array values over the estimated cut-off (6.25) with significance level p<0.05. b) number of individual miRs c) number of miR families represented d) number of mRNAs expressed in each HSPC population, as determined by having at least one probe significantly higher than “dark” control probes (p<0.01), as determined by an unpaired t-test comparing replicates of a unique probe's values to all dark control probes.

Interestingly, all HSPC subsets expressed a similar total number of individual miRs at supra-threshold levels, and the total number of miR families expressed at supra-threshold levels was also constant throughout early hematopoietic development (Figure 2B,C). This suggests that at least in the hematopoietic system, stem cells and early progenitors do not differ greatly in overall levels of microRNA present. Individual miRs as well as specific families expressed in each HSPC population (as well as normalized array intensities) are described in Table S1. 98 different miR families were found to be expressed at supra-threshold levels in at least one HSPC subset; 46 families were expressed at supra-threshold levels in all six stem and progenitor cell subsets; 14 families were expressed at supra-threshold levels in only one subset, 7 of which were unique to the MEP; 12 families were expressed at supra-threshold levels in all but one of the individual populations (7 of which were absent only in the MEP), and the remaining 26 were expressed at supra-threshold levels in some combination (but not all) of the HSPC populations. Differences in miR family expression between the HSPC populations are described in detail in Table S2. 

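With the probes of each population set against the dark control spots of the same arrays in limma (one-sided p under 0.01), 15262 genes were expressed in LT-HSC, 18142 in ST-HSC, 18273 in MPP, 16745 in CMP, 16481 in GMP and 16044 in MEP. All populations expressed 13998 of these genes, and 19922 were expressed in at least 1 population. Counted on single arrays by the background call of the Agilent software, 14290 ± 2184 genes (SD, n = 2) were well above background in LT-HSC, 18574 ± 2337 (SD, n = 3) in ST-HSC, 18462 ± 1717 (SD, n = 3) in MPP, 15752 ± 789 (SD, n = 3) in CMP, 14904 ± 924 (SD, n = 3) in GMP and 13916 ± 268 (SD, n = 3) in MEP. The 8 arrays of HSC subsets had a mean of 17461 genes well above background, and the 9 myeloid arrays had 14857 (exact two-sided permutation test, p = 0.0174). Within run 2, the only run with both, the means were 16229 and 15551 over 2 and 3 arrays. The ST-HSC arrays of run 3 had 19637 and 20191 such genes and the ST-HSC array of run 2 had 15894. The methods' t-test on the same values gave 12758 genes in LT-HSC, 19488 in ST-HSC, 19369 in MPP, 17334 in CMP, 16566 in GMP and 16531 in MEP at its threshold, and 12118, 19305, 19236, 17174, 16341 and 16367 in the same order after Benjamini-Hochberg adjustment. The alternative that lowered the LT-HSC number most was the methods' t-test with unequal variances, at 8746 genes.

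**Figure D1:**
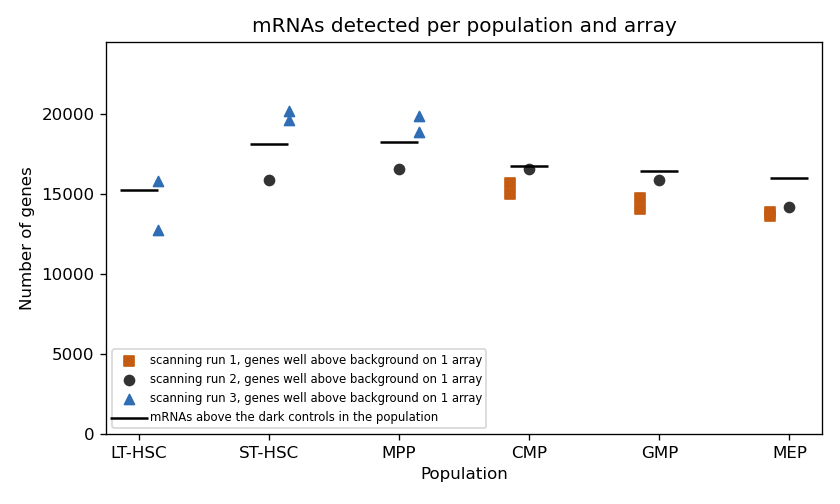
Number of genes well above background on each array (points, by scanning run) and number of mRNAs above the dark controls in each population (horizontal lines), by population. The 2 LT-HSC arrays sit at 12745 and 15834 genes and the 3 MEP arrays between 13654 and 14189.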

Since there is no consensus on the number of mRNA molecules necessary for function, the number of individual mRNAs expressed in each population was determined simply by the presence of at least one probe significantly higher than “dark” negative control probes (p<0.01), as determined by an unpaired t-test comparing replicates of a unique probe's values to all dark control probes (Figure 2D).

### Identification of miR signatures of Hematopoietic Stem Cells

We next sought to identify any miR signatures that were specific to early HSC subsets as opposed to more differentiated progenitor populations. Based on normalized array expression values, we compiled a list of miRs that were expressed significantly higher in the “HSC subsets” (LT-HSC, ST-HSC, and MPP) than in the more differentiated myeloid populations (CMP, GMP, and MEP) (p<0.05). We then removed all miRs that were not expressed at >100 copies per cell in any of these three HSC populations, using the “lenient” 95% confidence threshold described above. We also removed those where only 1 probe met the above criteria, to include only those miRs with at least 10% of probes significantly overexpressed in HSCs and expressed above 100 copies per cell. This resulted in a list of 25 “HSC miRs” that were over-represented and present at functional levels in mouse HSC subsets (Figure 3A). As expression of these “HSC miRs” is specific to the HSC subsets when compared with progenitors, we hypothesized that they may contribute to the phenotypes of self-renewal and multipotency maintained specifically in these subsets.

**Figure 3:**
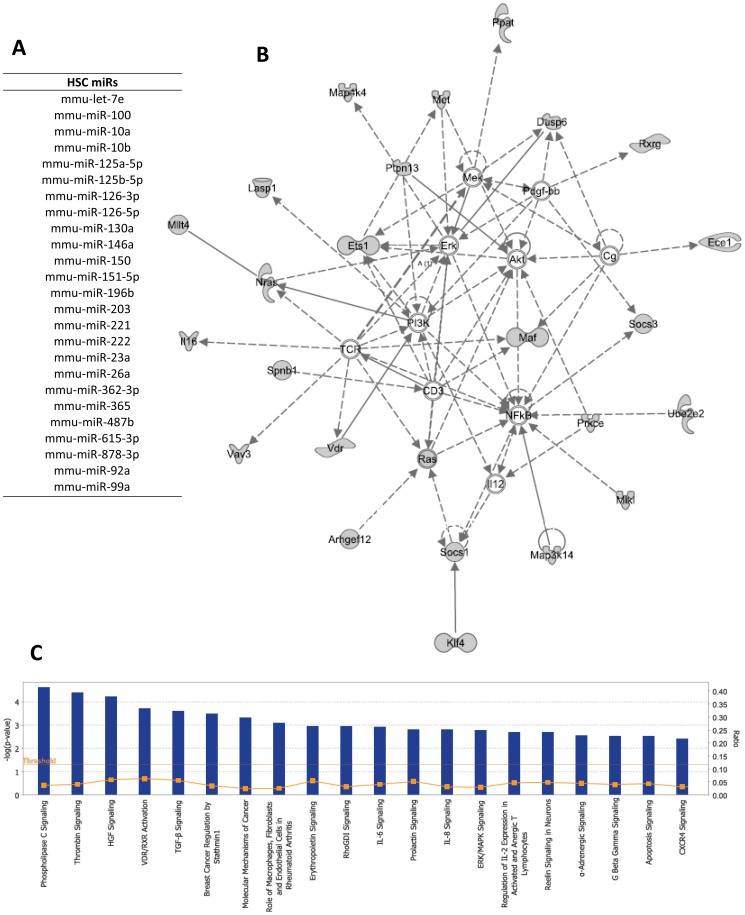
HSC-specific miRs target hematologic development. A) 25 “HSC miRs” are significantly overexpressed in HSC populations (LT-HSC, ST-HSC, MPP) as compared to more differentiated populations that have lost self-renewal and multipotency capacities (CMP, GMP, MEP) (p<0.05) B) A network composed of “HSC Targets”, predicted to be down-regulated by “HSC miRs”. This network is involved in cell-to-cell signaling, hematological development, and the inflammatory response. C) Top 20 enriched pathways amongst the HSC Targets group. Bars represent −log(p-value) as shown on left axis, while grey squares connected with a line represent the ratio of molecules in the pathway that were directly identified in the HSC Targets group (right axis).

### Global network suppression by “HSC miRs”

To predict molecular mechanisms by which HSC miRs might be acting in a network to affect hematopoietic stem cell maintenance and self-renewal, we utilized our novel target prediction algorithm, allowing combination of expression data with sequence-based target prediction algorithms [13]. MiR-mRNA pairs were scored for inversely correlating expression patterns throughout HSPC development, as well as for their thermodynamically-predicted complementarity based on the TargetScan and MiRanda databases (Table S3) [17], [18]. 

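Of Table S3, the first 1999 of 30190 pairs were read here, and the first 5 distinct pairs whose miR has a value in every population in Table S1 were set against the mRNA arrays. Each correlation runs over the 6 population means, between the paper's miR intensity and the normalized log2 intensity of the mRNA probe that Table S3 names. All p-values are two-sided, from exact permutation over 720 orders, and were adjusted over the 5 pairs. For miR-322 and Fbxo21, r was 0.75 (exact permutation p = 0.0806, adjusted p = 0.101) and rho 0.77 (exact permutation p = 0.103, adjusted p = 0.171). For miR-322 and Spsb4, r was 0.70 (exact permutation p = 0.0597, adjusted p = 0.0995) and rho 0.66 (exact permutation p = 0.175, adjusted p = 0.219). For miR-26a and Trp53inp1, r was 0.82 (exact permutation p = 0.0278, adjusted p = 0.0938) and rho 0.89 (exact permutation p = 0.0333, adjusted p = 0.0833). For miR-23a and 8430419L09Rik, r was -0.96 (exact permutation p = 0.0375, adjusted p = 0.0938) and rho -0.89 (exact permutation p = 0.0333, adjusted p = 0.0833). For miR-30b and Nfat5, r was 0.45 (exact permutation p = 0.356, adjusted p = 0.356) and rho 0.37 (exact permutation p = 0.497, adjusted p = 0.497). None of the 5 pairs passed an adjusted p of 0.05, and 4 of them had a positive r. Table S1 lists a miR only where it is above the paper's threshold, and 77 of its 137 miRs are listed in every population. MiRs below the threshold in some population, which may include those that change most, were left out. The 5 pairs therefore do not stand for all pairs. Without the 2 populations farthest from the median of the miR, r was 0.88, -0.69, 0.86, -0.75 and -0.21, in the same order of pairs. The positive values of Spsb4 and Nfat5 thus depend on which populations are left out. Without the LT-HSC arrays all 5 pairs kept their sign, with r of 0.75 for Spsb4 and 0.81 for Nfat5. The Fbxo21 probe differs from 2 others of its gene, which were called the opposite way between HSC subsets and myeloid populations. These are correlations of levels, whereas the coefficients of Table S3 come from the paper's model with ordered stages.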

To examine how our group of HSC miRs would affect cellular protein expression, we developed a list of predicted “HSC targets”. These targets consisted of mRNAs with statistically significant inverse patterns of expression, which also contained at least one predicted miR-binding site (Table 1). We next used Ingenuity software (www.ingenuity.com) to identify networks and pathways that might be affected by HSC miRs.

**Table 1:** Predicted targets of HSC miRS.

HSC Targets			
Trp53inp1	Dnmt3b	Arhgef12	Gprc5b
8430419L09Rik	Ociad2	Nfia	Maf
Spire1	C530008M17Rik	Cpm	Emid1
Trps1	Lasp1	Dusp6	Ppat
Antxr2	Lpp	Nras	Crim1
Ets1	Nsg1	Erg	Rxrg
Mllt6	Zfp608	Ece1	Gpsm1
Tacc2	Socs3	Itga9	Mlkl
Alpk3	B3gnt5	Il16	Pde10a
Srpk2	Fbxo21	Daam1	Cav2
Lhfpl2	Arhgef3	Fmnl2	Igh-VJ558
Dab2ip	Nfat5	Vdr	Nrgn
Map4k4	Bysl	Tmem120b	Myct1
Spsb4	Socs1	Coro2a	Tgfbr2
Meis1	Stxbp6	Epas1	Btaf1
Slc22a23	Cd2ap	Arhgef5	Zfp516
Rhoq	Runx2	Zfp827	Arpp21
Smad1	Map3k14	Spnb1	Tmem56
Met	Esr1	Paqr9	Klf4
5031439G07Rik	Plekha2	Sh3tc2	Col5a1
Sept8	Gusb	Epdr1	Ube2e2
Mast4	Hlf	Elk3	Atp10a
Limd2	Abcg1	Zfhx3	Mtpn
1500009L16Rik	Rab6b	Fbxo10	Vldlr
Spnb2	Atp8b4	Tpm3	B4galt4
Snn	Nrxn1	Mllt4	Ypel1
Hsd17b11	Sash1	Prkce	Ubac1
Vav3	Samd14	Gng2	Ptpn13
Aldh5a1	Adcy6	Cmtm3	

All targets are predicted by TargetScan and/or MiRanda to have one or more binding sites for at least one “HSC miR”. Additionally, each target shows a statistically significant inverse pattern of expression with its targeting miR, across our 6 HSPC populations (p<0.05).

The “HSC Target” group was composed of 115 transcripts predicted to be targets of “HSC miRs”. This group was significantly enriched for molecules involved in cancer (50) as well as in hematological malignancies (16) (p<0.05, right-tailed Fisher Exact Test). 

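All 115 gene names of the HSC target list were on the array. Between HSC subsets and myeloid populations, 84 of them were higher in HSC subsets and 19 were lower (limma with Benjamini-Hochberg adjustment over 28090 genes, adjusted p under 0.05). Adjusted over the list alone, 87 were higher and 20 lower, which is not independent evidence, since the study chose the list on these samples. The median log2 difference of the list was 1.37, with 91 genes positive and 24 negative. With scanning run in the fit, 72 were higher and 6 lower. The list was highest most often in MPP, for 48 genes, and lowest most often in MEP, for 73 genes. Set against 1607 other genes with an F-test p under 1e-06, the list score was 0.13 ± 0.10 (SD, n = 8 arrays) in HSC subsets and -0.11 ± 0.16 (SD, n = 9) in myeloid populations, a difference of 0.24 (exact two-sided permutation test, p = 0.00383). This difference from the background depended on the processing. It had p under 0.05 under 5 of 9 alternatives, was 0.42 with the authors' table (exact permutation p = 0.000123) and -0.039 under normalization to the 75th percentile, and ran from -0.11 to 0.40 as each of the 17 arrays was left out, with p under 0.05 in 5 of the 17 cases. Among the leading genes of the list, Vldlr (chromosome 19 of mm9, 27324042 to 27324101 for the probe) had a log2 difference of 4.79 (standard error 0.19, adjusted p = 2.21e-09, limma with Benjamini-Hochberg adjustment) and was well above background on 7 of 9 myeloid arrays. Hlf had a log2 difference of 4.65 (standard error 0.14, adjusted p = 3.88e-10) and Myct1 one of 3.97 (standard error 0.16, adjusted p = 2.81e-09) in the same fit, and Myct1 was well above background on 8 of 9 myeloid arrays. Lhfpl2 was the only gene of the list that was lower on every array of HSC subsets than on every myeloid array, with a log2 difference of -2.42 (standard error 0.29, adjusted p = 2.46e-05). It was well above background on 7 of 8 arrays of HSC subsets.

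**Figure D2:**
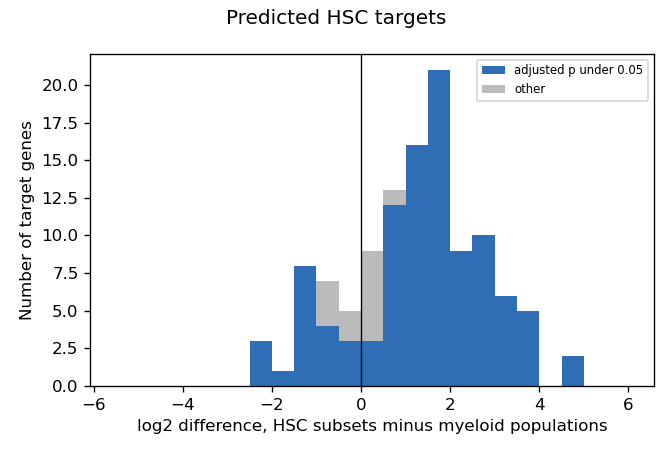
Number of HSC target genes by log2 difference between HSC subsets and myeloid populations, with genes of adjusted p under 0.05 in blue and others in grey. The median lies at 1.37, and 91 of the 115 genes lie above 0.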

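The members of the network in Figure 3B that Table 1 also lists were read on the same comparison of HSC subsets with myeloid populations. Socs3 had a log2 difference of 3.87 (standard error 0.18, adjusted p = 8.33e-09, limma with Benjamini-Hochberg adjustment), with 13.34 ± 0.07 (SD, n = 3 arrays) in MPP and 7.67 ± 0.22 (SD, n = 3) in MEP. Maf, Klf4, Dusp6 and Socs1 had log2 differences of 2.81, 2.47, 2.29 and 1.98, and like Socs3 were higher on each of the 8 arrays of HSC subsets than on each of the 9 myeloid arrays. Maf was well above background on 0 of 3 GMP arrays. Ets1 had a log2 difference of 1.94 (standard error 0.15, adjusted p = 5.79e-07, limma with Benjamini-Hochberg adjustment), while 2 other probes of Ets1 were called the opposite way. Nras had a log2 difference of 0.61 (standard error 0.17, adjusted p = 0.0102, limma with Benjamini-Hochberg adjustment), and with the mean of its 3 probes the difference was -0.16. Met was not called between these groups, with a log2 difference of -0.61 (standard error 0.27, adjusted p = 0.0963, limma with Benjamini-Hochberg adjustment), and it was well above background on 7 of 8 and 6 of 9 arrays.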

The top network identified was involved in cell-to-cell signaling and interaction, hematological system development and function, and inflammatory response (Figure 3B). As these attributes are essential factors in HSC biology, this gave us confidence that our algorithm was revealing miR-mRNA interactions with a functional role in HSCs. In addition, the HSC Target group was enriched for involvement in several canonical signaling pathways, the top 20 of which are shown in Figure 3C. The top enriched pathway, phospholipase C signaling, has been shown to be involved in maintaining HSC quiescence and controlling myeloid differentiation [19]. Phospholipase C gamma mediates cytokine signaling in both human and mouse HSPCs, and inhibition of this molecule prevents differentiation toward granulocyte/monocyte lineages [20]. In addition, the HSC Targets are enriched for cytokine signaling responses that might otherwise lead to differentiation – e.g., Erythropoietin, IL-2, IL-6, IL-8 signaling (Figure 3C).

### Identification of miRs with a myeloid differentiation signature

Next, to determine which miRs are candidates that might regulate granulocyte-monocyte and erythroid-megakaryocyte development, we examined those miRs that were highly expressed in GMP and MEP subsets, respectively. 12 miRs were expressed at significantly higher levels in GMPs than all of the other examined HSPC stages (p<0.05, one-sided t-test). We again limited this list to miRs with at least 2 probes (≥10% of total probes) significantly overexpressed, and those that were also expressed above our predicted functional threshold of 100 copies per cell (Table 2). This list includes miR-223, a known modulator of granulopoiesis [2]. Applying the same standards to the MEP population, 36 miRs were overexpressed (Table 2), including the miR-144∼451 cluster known to modulate erythroid development [3]. We also identified 14 “General Myeloid” miRs that were overexpressed in all of the myeloid progenitor subsets (CMP, GMP and MEP) as compared to the stem cell subsets (LT-HSC, ST-HSC, MPP) (Table 2).

**Table 2:** Myeloid-associated microRNAs.

GMP miRs	MEP miRs	General Myeloid miRs
mmu-miR-106b*	mmu-miR-1224	mmu-miR-101b
mmu-miR-139-5p	mmu-miR-134	mmu-miR-106a
mmu-miR-146b	mmu-miR-135a*	mmu-miR-133a
mmu-miR-148a	mmu-miR-144	mmu-miR-135a
mmu-miR-148b	mmu-miR-15b*	mmu-miR-141
mmu-miR-149	mmu-miR-185	mmu-miR-148a*
mmu-miR-15b*	mmu-miR-186	mmu-miR-17
mmu-miR-223	mmu-miR-18a	mmu-miR-191*
mmu-miR-27b	mmu-miR-290-5p	mmu-miR-19a*
mmu-miR-338-3p	mmu-miR-292-5p	mmu-miR-219
mmu-miR-340-3p	mmu-miR-30c-1*	mmu-miR-382*
mmu-miR-340-5p	mmu-miR-341	mmu-miR-425*
	mmu-miR-370	mmu-miR-671-3p
	mmu-miR-378	mmu-miR-93
	mmu-miR-451	
	mmu-miR-452	
	mmu-miR-466c-5p	
	mmu-miR-483	
	mmu-miR-486	
	mmu-miR-574-5p	
	mmu-miR-669c	
	mmu-miR-681	
	mmu-miR-682	
	mmu-miR-691	
	mmu-miR-696	
	mmu-miR-703	
	mmu-miR-705	
	mmu-miR-710	
	mmu-miR-711	
	mmu-miR-712	
	mmu-miR-712*	
	mmu-miR-714	
	mmu-miR-721	
	mmu-miR-762	
	mmu-miR-7a	
	mmu-miR-805	

A) 12 “GMP miRs” are significantly overexpressed in the GMP population compared to all other populations profiled (p<0.05). 36 “MEP miRs” are significantly overexpressed in the MEP population, and 14 “General Myeloid miRs” are overexpressed in all three myeloid populations (CMP, GMP, MEP) as compared to less differentiated stem-progenitor populations (LT-HSC, ST-HSC, MPP). All miRs listed had at least 2 probes (≥10% of total probes) with significant overexpression and an absolute copy number level above our predicted functional threshold.

To predict how these differentiation-specific miRs might be acting in a network to affect mono/granulopoiesis, we utilized our algorithm to predict which targets these groups of miRs may regulate. The predicted target network regulated by “GMP miRs” was enriched for both cancer and hematological disease genes, as well as those involved in hematological development/function, and hematopoiesis (p<0.05, right-tailed Fisher Exact Test) (Table S4). This was also true for the network of targets predicted for “MEP miRs” (p<0.05) (Table S5). 

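All 242 gene names of the GMP target list were on the array, and the list holds all 115 HSC targets and all 55 MEP targets. In GMP against the mean of the other populations, 137 of the 242 were lower and 42 higher (limma with Benjamini-Hochberg adjustment over 28090 genes, adjusted p under 0.05). Adjusted over the list alone, 146 were lower and 52 higher, on samples the study itself used to choose the list. Over all genes tested, 5623 differed in GMP, 2788 higher and 2835 lower. The split was 2075 and 3121 under normalization to the 75th percentile and 3066 and 2392 with the mean of all probes. Without GMP replicate 2 the number was 3560. The median log2 difference of the list was -0.91. Against 1490 other genes with an F-test p under 1e-06, the list score was -0.23 ± 0.05 (SD, n = 3 arrays) in GMP and 0.05 ± 0.19 (SD, n = 14) elsewhere, a difference of -0.28 (exact two-sided permutation test, p = 0.025). The permutation has the same limit here, and the MEP arrays scored -0.11, -0.33 and -0.32. The difference of -0.28 also depended on the processing. It had p under 0.05 under 5 of 9 alternatives, was -0.39 with the authors' table (exact permutation p = 0.0324), 0.012 under normalization to the 75th percentile, 0.027 without MEP replicate 1, and had p under 0.05 in 4 of the 17 cases with 1 array left out. The list was lower in MEP for more genes than in GMP, with 177 lower and 46 higher. Met was the leading gene above the others, with a log2 difference of 3.61 in GMP (standard error 0.36, adjusted p = 1.18e-05, limma with Benjamini-Hochberg adjustment). It was well above background on 10 of the 14 other arrays and on 0 of 3 in MEP, so the size rests in part on values under that call. Hoxa10 was not well above background on any GMP array and was at least 4.94-fold lower in GMP than in the mean of the other populations, but it was also not well above background on any of the 3 MEP arrays. Arpp21 and Ptpn13 were at least 4.81-fold and 7.39-fold lower than that mean. Each such fold sets the brighter side against the lowest normalized intensity still well above background.

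**Figure D3:**
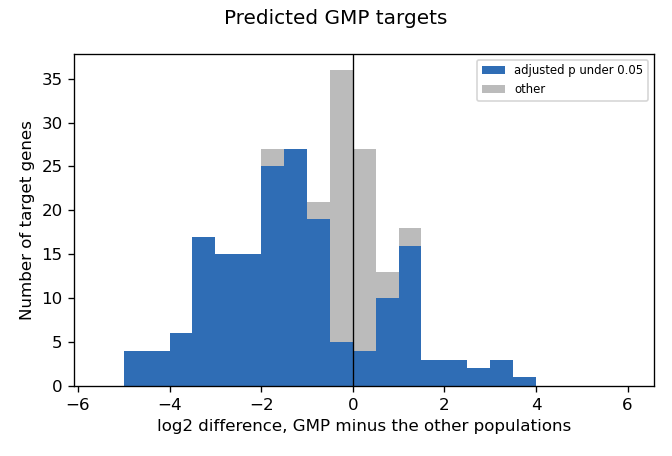
Number of GMP target genes by log2 difference between GMP and the other populations, with genes of adjusted p under 0.05 in blue and others in grey. Of the 242 genes, 172 lie below 0 and 70 above.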

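All 55 gene names of the MEP target list were on the array. In MEP against the mean of the other populations, 46 were lower and 8 higher (limma with Benjamini-Hochberg adjustment over 28090 genes, adjusted p under 0.05), and the same numbers were found adjusted over the list alone. Over all genes tested, 8673 differed in MEP, 4443 higher and 4230 lower. The split was 3986 and 4111 under normalization to the 75th percentile and 4909 and 3799 with the mean of all probes. The list score against 1657 other genes with an F-test p under 1e-06 was -0.60 ± 0.17 (SD, n = 3 arrays) in MEP and 0.13 ± 0.26 (SD, n = 14) elsewhere, a difference of -0.73 (exact two-sided permutation test, p = 0.00147, the smallest that 680 splits allow). As each array was left out, this difference ran from -0.91 to -0.37. The study chose this list on the same samples, for a pattern inverse to that of its miR, so the difference is not independent evidence. Of the miR-144 targets named in the text, Meis1 was not well above background on any of the 3 MEP arrays and was at least 12.2-fold lower in MEP (adjusted p = 7.67e-09, limma with Benjamini-Hochberg adjustment), with 9.19 ± 0.31 (SD, n = 2 arrays) in LT-HSC. Its probe lies on chromosome 11 of mm9 from 18781206 to 18781265. Mycn had a log2 difference of -4.44 (standard error 0.44, adjusted p = 3.81e-06, limma with Benjamini-Hochberg adjustment) and was well above background on 1 of 3 MEP arrays. Trp53inp1 and Bach2 had log2 differences of -1.95 and -1.03, and both were lower still in GMP than in MEP, at 7.98 ± 0.17 (SD, n = 3) for Trp53inp1 and 5.96 ± 0.30 (SD, n = 3) for Bach2. Spnb1 was the leading MEP target above the others, with a log2 difference of 5.53 (standard error 0.73, adjusted p = 4.92e-05, limma with Benjamini-Hochberg adjustment), and was well above background on 6 of the 14 other arrays.

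**Figure D4:**
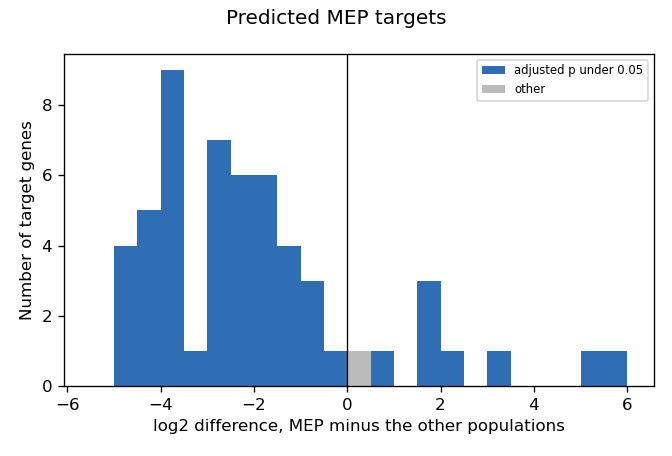
Number of MEP target genes by log2 difference between MEP and the other populations, with genes of adjusted p under 0.05 in blue and others in grey. Of the 55 genes, 46 lie below 0 and 9 above.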

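All genes were compared between HSC subsets and myeloid populations, without miR values or target predictions. The counts therefore do not bear on targets of the General Myeloid miRs. Of 28090 genes, 6083 were higher in HSC subsets and so lower in myeloid populations, and 5355 were lower in HSC subsets (limma with Benjamini-Hochberg adjustment, adjusted p under 0.05). Under normalization to the 75th percentile the split was 8388 higher and 3609 lower, and with the mean of all probes it was 5091 higher and 6125 lower, so which side has more genes depends on the processing. With scanning run in the fit, 4520 genes were called in place of 11438, of which 3698 were called both ways. Of the genes with several probes among the 11438, 760 of 4538 had another probe called the opposite way. Among genes without overlap between the 8 and 9 arrays, the computed log2 difference was 6.19 for Wfdc2 (standard error 0.26, adjusted p = 3.80e-09, limma with Benjamini-Hochberg adjustment). For Hey1 it was 5.69, for Sgsm1 5.67, for Robo4 5.49 and for Cyp7b1 5.43. Of the 9 myeloid arrays, Wfdc2 was well above background on 1, Sgsm1 and Cyp7b1 on 3, Hey1 on 6 and Robo4 on 9, so the sizes and order of all but Robo4 rest in part on values under that call. Among such genes without overlap, the largest falls in HSC subsets were -3.30 for C230052I12Rik, -3.15 for Slc45a3, -3.08 for BU515353, -3.08 for Gclm and -3.03 for Hira. BU515353 was well above background on all 8 arrays of HSC subsets. C230052I12Rik, Slc45a3, Gclm and Hira were on 7 of 8, so their sizes and order rest in part on values under that call.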

Surprisingly, in contrast to the other groups examined, our analysis of the “General Myeloid miRs” group produced zero significant targets (discussed below).

### Validation of Target Prediction Algorithm

We tested four of the top predicted targets of miR-144 in luciferase assays, in order to determine whether they were actual direct targets. All four 3′ UTRs were significantly down-regulated in the presence of miR-144, but not in the presence of a control miR (Figure 4A–D). We performed site-directed mutagenesis on the Meis1 3′UTR to delete the predicted miR-144 target site. Suppression of luciferase activity by miR-144 was ablated, indicating that miR-144 directly targets the Meis1 3′UTR via the predicted target sequence (Figure 4D). While validation of a wider subset of predicted interactions should be performed moving forward with the dataset, the validation of all 4 current candidates that we chose for testing lends confidence to the accuracy of our database of predicted miR-mRNA interactions.

**Figure 4:**
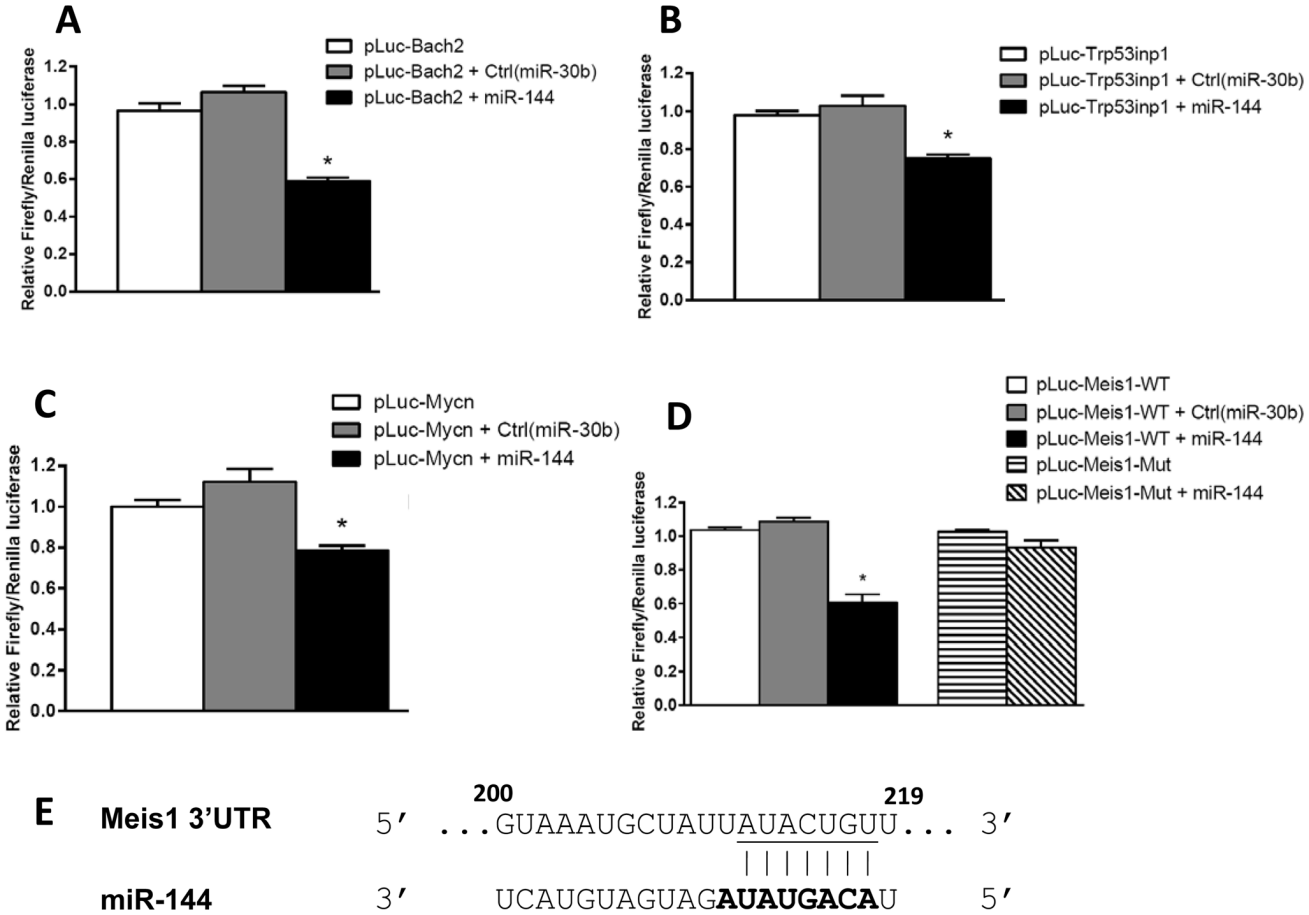
Luciferase assay validation of 4 top predicted candidates. HEK293T cells were transfected with pLuc-3′UTR plasmids with or without the indicated miR mimics, and cell lysates were harvested for luciferase assay 24 hrs after transfection. MiR-144 suppressed luciferase activity through the Bach2 (A), Trp53inp1 (B), and MycN(C) 3′UTR sequences, whereas control miR-30b resulted in no luciferase repression in all cases. (D) MiR-144 also suppressed luciferase activity through the Meis1 3′UTR sequence. The miR-144 binding site in the Meis1-3′UTR was further confirmed by testing a mutant Meis1 3′UTR construct (pLuc-Meis-Mut) in which the predicted miR-144 seed sequence was deleted. Panel E depicts the miR-144 predicted binding site in the Meis1 3′UTR (bases 200–219 of the 3′UTR are shown). The underlined sequence denotes the nucleotides deleted in the mutant Meis1 construct, with the bolded nucleotides in the mature miR-144 sequence indicating the miR-144 seed sequence. Deletion of these nucleotides abrogated the repression of luciferase activity by miR-144. In all panels, Firefly luciferase activity was normalized to Renilla luciferase activity, and data shown is relative to cells transfected with only the pLuc-3′UTR plasmids. (Means±SEM, unpaired Student *t* test, n≥3) Statistical significance is denoted by *P<0.05 in all panels.

## Discussion

Herein, we attempt to provide a compendium of miR expression during early hematopoiesis. We examine our data through a lens that includes both absolute expression levels for miRs, as well as potential miR-mRNA interactions. By providing estimates of absolute quantification, as opposed to normalized array values only, we attempt to provide a view into which miRs are most likely to be functioning in HSPC subsets.

Based on current reports [10], [11], [12], we set our functional threshold at 100 copies per cell. Although it is not possible to correlate array value with absolute copy number exactly (as this will vary for different miR probes), we provided an estimated value based on a regression analysis of a set of 15 miRs. In order to attain 95% confidence in identifying all miRs that are expressed above 100 copies per cell (p<0.05), we included miRs that may be slightly below this level. In addition, by using 8 pg/cell RNA content (the highest measured in any of our HSPC populations) we have again erred on the side of inclusion. While we have chosen to be inclusive in our analysis of the data, the threshold we have set can be changed by investigators querying our datasets (GEO dataset GSE49170) to be more or less stringent. We believe that our candidate lists identify the most promising candidate miRs and target molecules, and we have utilized them to evaluate how miRs may be functioning together in a network regulating early hematopoiesis.

We have also used a novel Bayesian model to improve the analysis of predicted miR-mRNA interactions [13]. As with all models of small-sample RNA expression data, the number of variables (RNA expression values and interactions) inferred far exceeds the number of samples available. Thus, the results are susceptible to random noise causing false correlation, but multiple-testing correction and the propagation of variance and certainty throughout the Bayesian model can mitigate this risk. Therefore, false positives are always possible, if not expected, amongst the most significant findings, though the incorporation of sequence-based target prediction databases along with the expression data should enrich the results to contain a higher proportion of true positives than results from either data type by itself.

Our data identifies virtually all known miR modulators of early hematopoiesis that have been reported previously. This includes the clustered miR-144 and miR-451 as modulators of erythropoiesis, miR-223 as a modulator of granulopoiesis, and family members miR-125a/125b as modulators of hematopoietic stem cell proliferation and maintenance [2], [3], [7], [21]. It is also promising that predicted target lists from HSC miRs and early myeloid miRs were significantly enriched in molecules and networks involved in hematopoietic development (Figure 3). The fact that these targets were also enriched in cancer and hematological malignancy pathways points to the link between cancer and stem cell pathways, and suggests these “HSC miRs” as potential regulators of these processes.

It is interesting to note that our algorithm uncovered no significant miR-mRNA target pairs for “General Myeloid miRs”. While the “GMP miRs” list was composed of 12 miRs predicted to target 242 genes, the list of “General myeloid miRs”, composed of 14 miRs, unexpectedly had no predicted targets. While we did not expect this result, it may reflect a relatively minor contribution of miRs at this stage in hematopoietic development, as compared to stem cell populations and differentiation further downstream. In fact, in a recent publication where all miRs were knocked out in the earliest myeloid-specific progenitors, there were no differences observed in CMP, GMP or MEP numbers or function. Defects were instead observed downstream, as neutrophils were unable to mature into functional immune cells and monocyte/macrophage development was perturbed [22]. It may also be possible that the important targets of the “General Myeloid miRs” are regulated at the level of translational repression rather than at the mRNA level. Indeed, this is a general limitation of our algorithm at all stages of hematopoietic differentiation, as the algorithm relies solely on mRNA (as opposed to protein) levels for target prediction.

Interestingly, we note that across our 6 examined populations which included both stem cell populations and early myeloid populations, HSPC miR expression was quite similar. Nearly half of all miR families expressed in HSPCs (n = 46) were present in all six populations, while only 14 families were unique to one distinct population (Table S2). Our data aligns well with studies from other labs that have reported similar miR expression data. The Scadden group profiled LT-HSC, ST-HSC, and MPP populations using a bead-based array platform and described 16 miRs that are upregulated in these self-renewal-competent populations [7]. Of these, 9 overlap with our generated list of HSC miRs, and an additional 2 are from families represented in our list. Our data also correlates well with a qPCR-based profiling study of 288 miRs throughout hematopoiesis [23]. In this study, 5 out of 7 miRs found to be over-represented in HSC subsets are also found in our “HSC miR” group, or are represented by family members in this group. Our data also overlaps considerably with several studies profiling subsets of human HSPCs [24] (Civin lab, unpublished data).

A distinct advantage to the approach of our current study is the profiling of each sequential progenitor subset. With this data, we are able to compare HSC subpopulations with each individual stage of differentiation, as opposed to a general pool of HSPCs or whole bone marrow. This allows for a finer discrimination of which miRs are expressed only in populations with extensive self-renewal capacity, as well as the construction of a detailed map of the precise stage of differentiation at which any given miR is “turned on” or off. In addition, the ordered nature of our samples lent more power to the statistical analysis of miR-mRNA pattern correlations, allowing further discrimination in predicted mRNA targets as well [13]. Our predictions were validated in all 4 of the candidate miR-mRNA interactions chosen for biological testing using a luciferase assay. This suggests that our novel interaction database may contain a substantially lower false positive rate than previously attained, and lends strength to the predictions listed. Additionally, by compiling a global view of miR-mRNA interactions during early hematopoiesis, this database makes it possible to investigate broad consequences of multiple miRs functioning simultaneously throughout the transition from stem cells to differentiated progenitors. For example, the database provides a resource for examining the effect of microRNA in controlling phospholipase C signaling in HSCs, rather than examining the effect of a single miR on a single signaling molecule [19].

To our knowledge this is the first array-based database compiled contrasting miR and mRNA expression in each individual population of early HSPC subsets. We have used this novel database to create an extensive map of global miR networks, and further to predict mRNA targets of these miR networks. The database described here provides several promising candidates for functional validation, and we hope it will serve as a valuable resource for others studying miR function during early hematopoiesis.

## Materials and Methods

### Ethics Statement

This study and all protocols utilized in the study were approved by the University of Maryland School of Medicine IACUC (Protocol #1111004).

### Mice

All mice used in these experiments were female 6–8 week old C57Bl/6 (Jackson Labs). 10–20 mice were pooled for each replicate sample.

### Bone Marrow Isolation and Enrichment

Bone marrow was harvested by crushing tibias, femurs, hips and spine of each mouse with a mortar and pestle as previously described [25]. Lineage depletion was performed using the following biotin-conjugated antibodies; anti-B220, CD3, GR-1, Ter119 (BD Bioscience). Bone marrow was then incubated with anti-biotin microbeads and depleted using XS columns on a SuperMACS magnet (Miltenyi). Lin-depleted cells were enriched for c-kit-expressing cells using APC-conjugated anti-c-kit (BD bioscience) followed by anti-APC microbeads for positive selection on LS magnetic columns (Miltenyi). Magnetic separations were performed as per manufacturer's instructions.

### Flow cytometry and cell sorting

Sorting of Lin-/kit+ hematopoietic subpopulations was conducted on a FACS Aria (BD Biosciences) and analyzed using FlowJo software (Flow Jo). Antibodies used to separate HSPC populations were as follows: streptavidin-PerCP-Cy5.5, c-kit-APC, FLT3-PE, and FcRγ-PE from BD Bioscience (San Jose, CA), and sca-1-PE-Cy7 and CD34-FITC from ebioscience (San Diego, CA).

### RNA preparation and microarray hybridization

RNA was isolated from Trizol using a miRNeasy Micro kit according to manufacturer's instructions (Qiagen). RNA was labeled and hybridized to single-color Agilent Mouse MicroRNA Arrays (Version 1) and to Agilent single color Whole Genome 4×44k Mouse mRNA arrays at Cogenics-Beckman Coulter facility (Morrisville, NC).

### Microarray Data Analysis

Analysis of microarray data for both miR and mRNA profiling was done using the *limma* [26], [27] package of *R* [28]. The data were normalized via the “quantile” method, independently for miR and mRNA data, and the functions lmFit() and ebayes() were used to fit a linear model and perform all statistical tests used, with the exception of the miR-mRNA targeting analysis. All data has been deposited in the GEO database – dataset GSE49170 ().

### qPCR and absolute miR quantification

miR qPCR was performed using a Taqman RT kit (7.5 ul total reaction) and qPCR primers (10 ul total reaction) as per manufacturer's protocol (Applied Biosystems). RNA oligonucleotides synthesized by IDT and corresponding to the mature miR sequence (miRbase.org) were used to create standard curves for absolute quantification.

### miR-mRNA targeting analysis

We used the model described in [13] to infer targeting interactions between miRs and mRNAs. In short, this model, written in R [28] is a Bayesian network of miR and mRNA expression values in which a partial ordering of the samples/stages is utilized to infer the most likely interactions by simultaneously comparing expression profiles from all miRs and mRNAs. The model also includes target prediction information from both TargetScan [17] and miRanda/microrna.org [18] allowing (but not forcing) the model to use these sequence-based predictions to improve target pair inference. The output from these calculations is a table of miR-mRNA pairs, ranked by the statistical significance of the inferred interaction. Because of the considerable run time required by the algorithm, we included in these analyses only those miRs and mRNAs with the most significant F-test p-values, when testing for any differential expression across stages. We found that p<10^−6^ sufficiently reduced the data by removing probes whose expression changed relatively little across sample stages, while leaving many highly active miRs and mRNAs. Finally, we left out those miRs and mRNAs for which no target predictions exist in either TargetScan or miRanda, leaving a total of 64 miRs and 261 mRNAs as input for the target pair inference algorithm.

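The F-test of limma over the 6 populations gave p under 1e-06 for 2018 of 41174 probes, which carry 1822 gene names, before any filter on target predictions. That filter could not be repeated from the arrays. Of the target lists, 108 of 115 HSC targets, 231 of 242 GMP targets and 54 of 55 MEP targets had a probe past this threshold. With the values of the authors' series table in place of the scanner intensities, 2934 probes and 2575 gene names passed. Without MEP replicate 1, 1163 gene names passed.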

### Target Network Analysis

Analyses for functional and network enrichment in predicted miR target lists were generated using IPA software (Ingenuity Systems, www.ingenuity.com).

### Luciferase Assays

cDNA was amplified from whole bone marrow harvested from a wild-type C57/Bl6 mouse using SuperScriptIII with random hexamer primers, according to manufacturer's instructions (Invitrogen). Primers used for subsequent specific PCR amplification were designed according to 3′UTR sequences provided by NCBI, and UTR sequences were cloned at least 200 base pairs upstream and downstream from predicted target sites. For the luciferase assay, HEK293T cells were cotransfected in 24-well plates using Lipofectamine 2000 (Life Technologies-Invitrogen) according to the manufacturer's protocol, with 100 ng Firefly luciferase reporter plasmid (pcDNA3.1-Luc-3′UTR, referred to as pLuc) and 25 ng control vector containing Renilla luciferase pRL-TK Vector (Promega). 50 nM mmu-miR-144-3p or mmu-miR-30b-5p miRIDIAN miR mimics were used in the assays (Thermo Scientific Dharmacon). Luciferase assays were performed 24 hrs after transfection using the Dual-Luciferase Reporter Assay System (Promega). Firefly luciferase activity in each well was normalized to Renilla luciferase activity, and data is shown relative to the empty pLuc construct backbone. Site-directed mutagenesis to delete the miR-144 binding site in the Meis1-3′UTR was performed using the QuikChange Lightning Site-Directed Mutagenesis kit according to the manufacturer's protocol (Agilent Technologies). Unpaired student's t-test was performed for statistical analysis (n≥3).

## Supporting Information

Table S1 **Individual miRs expressed over the threshold in HSPC populations.** A) miRs expressed over 100 copies per cell in the LT-HSC Population B) miRs expressed over 100 copies per cell in the ST-HSC Population C) miRs expressed over 100 copies per cell in the MPP Population D) miRs expressed over 100 copies per cell in the CMP Population E) miRs expressed over 100 copies per cell in the GMP Population F) miRs expressed over 100 copies per cell in the MEP Population
(DOCX) Click here for additional data file.

Table S2 **miR family expression in HSPC subsets.** miRs are grouped by family, and HSPC populations expressing each family over 100 copies per cell are listed. ALL indicates that the miR family is represented over the threshold in all HSPC populations examined (LT-HSC, ST-HSC, MPP, CMP, GMP and MEP). If the miR is not a member of a known family, the family listed refers to the individual microRNA itself (mmu-miR-xx)
(DOCX) Click here for additional data file.

Table S3 **miR-mRNA predicted target pairs.** miR-mRNA pairs were scored for inversely correlating expression patterns throughout hematopoietic progenitor development, as well as for their thermodynamically-predicted complementarity based on the TargetScan and MiRanda databases.
(XLSX) Click here for additional data file.

Table S4 **Predicted targets of GMP miRs.** 242 GMP targets predicted by TargetScan and/or MiRanda to have binding sites for at least one “GMP miR”. Additionally, each target shows a statistically significant inverse pattern of expression with its targeting miR, across our 6 HSPC populations (p<0.05).
(DOCX) Click here for additional data file.

Table S5 **Predicted Targets of MEP miRs.** 55 targets predicted by TargetScan and/or MiRanda to have binding sites for at least one “MEP miR”. Additionally, each target shows a statistically significant inverse pattern of expression with its targeting miR, across our 6 HSPC populations (p<0.05).
(DOCX) Click here for additional data file.

# Supplementary material for: Correlated miR-mRNA Expression Signatures of Mouse Hematopoietic Stem and Progenitor Cell Subsets Predict “Stemness” and “Myeloid” Interaction Networks
**Source:** PLoS One. 2014 Apr 18;9(4):e94852. doi: 10.1371/journal.pone.0094852
**Supplement:** Table S1 — Individual miRs expressed over the threshold in HSPC populations. A) miRs expressed over 100 copies per cell in the LT-HSC Population B) miRs expressed over 100 copies per cell in the ST-HSC Population C) miRs expressed over 100 copies per cell in the MPP Population D) miRs expressed over 100 copies per cell in the CMP Population E) miRs expressed over 100 copies per cell in the GMP Population F) miRs expressed over 100 copies per cell in the MEP Population

**Table S1: Individual miRs expressed over the threshold in HSPC populations**

Table S1a: miRs expressed over 100 copies per cell in the LT-HSC Population

Table S1b: miRs expressed over 100 copies per cell in the ST-HSC Population

Table S1c: miRs expressed over 100 copies per cell in the MPP Population

Table S1d: miRs expressed over 100 copies per cell in the CMP Population

Table S1e: miRs expressed over 100 copies per cell in the GMP Population

Table S1f: miRs expressed over 100 copies per cell in the MEP Population

# Supplementary material for: Correlated miR-mRNA Expression Signatures of Mouse Hematopoietic Stem and Progenitor Cell Subsets Predict “Stemness” and “Myeloid” Interaction Networks
**Source:** PLoS One. 2014 Apr 18;9(4):e94852. doi: 10.1371/journal.pone.0094852
**Supplement:** Table S2 — miR family expression in HSPC subsets. miRs are grouped by family, and HSPC populations expressing each family over 100 copies per cell are listed. ALL indicates that the miR family is represented over the threshold in all HSPC populations examined (LT-HSC, ST-HSC, MPP, CMP, GMP and MEP). If the miR is not a member of a known family, the family listed refers to the individual microRNA itself (mmu-miR-xx)

**Table S2: miR family expression in HSPC subsets**

# Supplementary material for: Correlated miR-mRNA Expression Signatures of Mouse Hematopoietic Stem and Progenitor Cell Subsets Predict “Stemness” and “Myeloid” Interaction Networks
**Source:** PLoS One. 2014 Apr 18;9(4):e94852. doi: 10.1371/journal.pone.0094852
**Supplement:** Table S4 — Predicted targets of GMP miRs. 242 GMP targets predicted by TargetScan and/or MiRanda to have binding sites for at least one “GMP miR”. Additionally, each target shows a statistically significant inverse pattern of expression with its targeting miR, across our 6 HSPC populations (p<0.05).

**Table S4: Predicted targets of “GMP miRs”**

| **GMP Targets** | | | |
| --- | --- | --- | --- |
| \| Tmem120b \| \| --- \| \| Vamp5 \| \| Snn \| \| Csf1 \| \| Itga9 \| \| 5830405N20Rik \| \| AW555464 \| \| Slco3a1 \| \| Prnp \| \| Klf4 \| \| Sash1 \| \| Cd72 \| \| Pea15a \| \| Notch1 \| \| Btaf1 \| \| Pde1b \| \| Dbp \| \| Slc11a2 \| \| 1300018I17Rik \| \| Mllt6 \| \| Slc30a4 \| \| Arhgef17 \| \| Trps1 \| \| Met \| \| Zfhx3 \| \| Ppp1r9a \| \| Maf \| \| Hlf \| \| Arhgef12 \| \| Mboat2 \| \| Nfat5 \| \| Tfrc \| \| Bach2 \| \| Limd2 \| \| Tbc1d10c \| \| Il6st \| \| Slc2a1 \| \| Gstm2 \| \| Nras \| \| Abcb7 \| \| C530008M17Rik \| \| Zfp516 \| \| Cpm \| \| Spire1 \| \| Epas1 \| \| Ociad2 \| \| Cerk \| \| Ypel1 \| \| Tspan6 \| \| Tbkbp1 \| \| Rgl1 \| \| Tacc2 \| \| Ccnk \| \| Dnmt3b \| \| Reln \| \| Mast4 \| \| Tsc22d1 \| | \| Vdr \| \| \| --- \| --- \| \| Rxrg \| \| \| Lass6 \| \| \| B4galt4 \| \| \| Socs3 \| \| \| Stxbp6 \| \| \| Gusb \| \| \| Tspan33 \| \| \| Spsb4 \| \| \| Fbxo21 \| \| \| Dgka \| \| \| Pdgfrb \| \| \| Micall1 \| \| \| Spnb1 \| \| \| Ppap2a \| \| \| Hsd17b11 \| \| \| Crim1 \| \| Bace1 \| \| Fbxo10 \| \| Tmem121 \| \| Slc22a23 \| \| Atp8b4 \| \| Nr4a1 \| \| Nsg1 \| \| Dclk2 \| \| Gpr56 \| \| Pou2af1 \| \| Sorbs1 \| \| Adcy6 \| \| Rassf4 \| \| Chd3 \| \| Rab37 \| \| 1500009L16Rik \| \| Csrp2 \| \| 9830001H06Rik \| \| Narf \| \| Junb \| \| Cd2ap \| \| Sept8 \| \| Rgs2 \| \| Mycn \| \| Col5a1 \| \| Epb4.1l4b \| \| Paqr4 \| \| Srpk2 \| \| Aldh5a1 \| \| Pgam1 \| \| Nfatc1 \| \| Shank3 \| \| Trp53inp1 \| \| Spnb2 \| \| Abcg4 \| \| Glud1 \| \| Nfia \| \| Arid5b \| \| Pdlim2 \| \| Plekha2 \| \| Arhgef6 \| \| Armcx6 \| \| Epdr1 \| \| Tmem158 \| \| Ece1 \| | \| Serpinf1 \| \| --- \| \| Nrgn \| \| Mlkl \| \| Igh-VJ558 \| \| Pdzk1ip1 \| \| Runx2 \| \| Icos \| \| Chst1 \| \| Esr1 \| \| Nfic \| \| Gem \| \| Rgs3 \| \| Sesn1 \| \| Arpp21 \| \| Tpm3 \| \| Vav3 \| \| Zfp36 \| \| Carhsp1 \| \| Rab6b \| \| Gcnt2 \| \| Cd69 \| \| Gprc5b \| \| Cobll1 \| \| Fgd6 \| \| Ptpn13 \| \| Sh3tc2 \| \| Gpr125 \| \| Il16 \| \| Rasl12 \| \| Map3k14 \| \| Tnk2 \| \| Slc4a8 \| \| Paqr9 \| \| Gng2 \| \| Hoxa10 \| \| Unc5a \| \| 8430419L09Rik \| \| Mical1 \| \| Prkce \| \| Vldlr \| \| Glis2 \| \| Mboat1 \| \| Samd14 \| \| Lasp1 \| \| Atp8b2 \| \| Tmem56 \| \| Ubac1 \| \| Atp10a \| \| Tmem159 \| \| Ccne1 \| \| Mtpn \| \| \| Car7 \| \| \| Stk16 \| \| \| Rag1 \| \| \| Lhfpl2 \| \| \| Nkx2-3 \| \| \| Aim1 \| \| \| Ahnak \| \| \| Gprasp2 \| \| \| Ppat \| \| \| Sept6 \| \| | \| Syngr1 \| \| --- \| \| Ube2e2 \| \| Elk3 \| \| Cplx2 \| \| Tuba1a \| \| Zfp827 \| \| Mpl \| \| Dusp6 \| \| Slc45a3 \| \| Cxxc5 \| \| Meis1 \| \| Mllt4 \| \| Chga \| \| Slc22a18 \| \| Prdm16 \| \| Antxr2 \| \| Alpk3 \| \| Lpp \| \| Ets1 \| \| Arhgef3 \| \| B3gnt5 \| \| Rhoq \| \| Rassf2 \| \| Daam1 \| \| Eya1 \| \| Abcg1 \| \| Cmtm3 \| \| Fmnl2 \| \| 5031439G07Rik \| \| Dusp2 \| \| 1700025G04Rik \| \| Tpm4 \| \| Myct1 \| \| Acox1 \| \| Socs1 \| \| Dab2ip \| \| Emid1 \| \| Gpsm1 \| \| Camk2g \| \| Phf13 \| \| Zfp608 \| \| Nrxn1 \| \| Erg \| \| Tgfbr2 \| \| Zyx \| \| Arhgef5 \| \| 1110003E01Rik \| \| Map4k4 \| \| Coro2a \| \| Camkk1 \| \| Nav1 \| \| Smad1 \| \| Pde10a \| \| Cav2 \| \| Bysl \| \| Klf2 \| \| Kctd12 \| \| Ccdc43 \| \| Gata2 \| \| Leprel2 \| \| Ncoa3 \| \| Psmb8 \| |

# Supplementary material for: Correlated miR-mRNA Expression Signatures of Mouse Hematopoietic Stem and Progenitor Cell Subsets Predict “Stemness” and “Myeloid” Interaction Networks
**Source:** PLoS One. 2014 Apr 18;9(4):e94852. doi: 10.1371/journal.pone.0094852
**Supplement:** Table S5 — Predicted Targets of MEP miRs. 55 targets predicted by TargetScan and/or MiRanda to have binding sites for at least one “MEP miR”. Additionally, each target shows a statistically significant inverse pattern of expression with its targeting miR, across our 6 HSPC populations (p<0.05).

**Table S5: Predicted targets of “MEP miRs”**

| **MEP Targets** | | | |
| --- | --- | --- | --- |
| \| Prdm16 \| \| --- \| \| Bach2 \| \| Trp53inp1 \| \| Mycn \| \| Meis1 \| \| Nfia \| \| Lpp \| \| Met \| \| Slc30a4 \| \| Trps1 \| \| Fmnl2 \| \| 9830001H06Rik \| \| Vldlr \| \| Snn \| | \| Arhgef3 \| \| --- \| \| Tfrc \| \| Zfhx3 \| \| Nav1 \| \| Ece1 \| \| Prkce \| \| Antxr2 \| \| Ccnk \| \| Mllt4 \| \| Cd2ap \| \| Hoxa10 \| \| Mtpn \| \| Cerk \| \| Emid1 \| | \| Glis2 \| \| --- \| \| Camk2g \| \| Gata2 \| \| Rhoq \| \| Slco3a1 \| \| Ets1 \| \| Spnb2 \| \| Nfat5 \| \| Nkx2-3 \| \| Btaf1 \| \| Zfp827 \| \| Spnb1 \| \| Stk16 \| \| Pde1b \| | \| Mllt6 \| \| --- \| \| Csf1 \| \| Rab6b \| \| Unc5a \| \| Abcg4 \| \| Carhsp1 \| \| Paqr4 \| \| Mpl \| \| 5031439G07Rik \| \| Coro2a \| \| Crim1 \| \| Psmb8 \| \| Esr1 \| |

How the deposited data were processed for this re-analysis (not part of the article)

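The mRNA of LT-HSC, ST-HSC, MPP, CMP, GMP and MEP was read on 17 single-color arrays, 2 of LT-HSC and 3 of each other population. The authors deposited the scanner output of each array, in which the intensity of each spot had been corrected for background and spatial trend by the Agilent software and not normalized between arrays. The authors also deposited a table of log2 values for the same arrays, quantile normalized. Its columns had a Spearman correlation of 1 with the median spot intensity of the same array, and differed by at most 0.33 from quantile-normalized log2 median intensities computed here, so it was used only as an alternative. The miR arrays were not analysed here, and the miR values used are those of Table S1.

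Intensities were taken as log2 and quantile normalized over all spots of the 17 arrays in limma 3.58.1 under R 4.3.3. The 1639 control spots were left out afterwards, as were spots with an outlier mark, which left 161 probe values missing. Spots of a probe were averaged, and each of 28090 gene names was represented by its brightest probe. For 8783 gene names with several probes the mean of all probes was an alternative. A probe not well above background on any array of a side was given only a lower bound on its fold.

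A linear model with 1 mean per population was fitted to all arrays by lmFit and eBayes, and contrasts were tested with Benjamini-Hochberg adjustment at 0.05. The contrasts were HSC subsets against myeloid populations, GMP against the mean of the others and MEP against the mean of the others. The F-test over the populations was read at p under 1e-06, as in the methods. Expressed mRNAs were those with a probe above the dark control spots at one-sided p under 0.01. The target lists of Table 1, Table S4 and Table S5 were scored per array as the mean centred log2 value of the list minus that of the other genes past the F-test, and compared by exact permutation of the arrays. The number of arrays limits the precision of all of these values. Permutation of arrays takes them as independent, though arrays of 1 population share a level, so its p-values may be too small.

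The fits were tested on simulated data with 200 changed genes among 28090. The share recovered was 79.5% for the contrast of HSC subsets, 65.0% for GMP and 57.5% for MEP, all with the right sign. For the test of expressed mRNAs, 10.3% of simulated dark probes were called in LT-HSC and at most 1.85% in the other populations. Of probes simulated above the dark spots, 84.75% were called in LT-HSC and at least 96.2% in the other populations. The LT-HSC number is therefore the least certain, with errors in both directions.

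Apart from 2 host genes, the genes named in the text follow lists and rules fixed before the data were examined: the sort markers, the miR-144 targets named by the paper, the network members listed in both Figure 3B and Table 1, the first 5 distinct pairs of Table S3 whose miR has a value in every population in Table S1, the 5 largest changes each way per contrast and the 3 largest each way per list among called genes without overlap between arrays, and marker lists. The marker lists were of HSC, GMP and MEP and of mature erythroid cells, B cells, T cells and mature neutrophils. Elane was found on the array as Ela2 and Ighm as Igh-6. Mecom was not used here.

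The alternatives set at that time were normalization to the 75th percentile, normexp background correction with an offset of 50, the authors' table, a filter on dim probes that kept 16820 genes, scanning run as a block, slide as a random block, replicate number as a block, the mean of all probes, both LT-HSC arrays left out, and each array left out in turn. The methods' t-test was an alternative for expressed mRNAs. The methods' t-test on the authors' table and on raw values was added after the data were seen. Host genes of miRs were taken from the positions in a RefSeq table that gives no strand, so a host may lie on the other strand. Only the first 1999 of the 30190 pairs of Table S3 were read here.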

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

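The MEP target list kept its direction under all 9 alternatives and with each of the 17 arrays left out, with p under 0.05 in every case. The study chose its target lists on these same samples, so keeping a direction is not independent evidence. The HSC and GMP target lists each had p under 0.05 under 5 of the 9 alternatives, and in 5 and 4 of the 17 cases with an array left out. For the HSC list the difference of 0.24 was 0.39 with normexp, 0.42 with the authors' table, 0.24 without dim probes, 0.28 with slide as a random block and 0.31 without LT-HSC, all with exact permutation p of at most 0.0047. It became -0.039 under the 75th percentile and -0.051 with the mean of all probes, and was 0.36 with run as a block (exact permutation p = 0.2, where 10 splits allow no p below 0.1). With arrays left out it ran from -0.11 to 0.40 and was negative without MEP replicate unnumbered (-0.023), replicate 1 (-0.11) or replicate 2 (-0.057). For the GMP list the difference of -0.28 was -0.35, -0.39, -0.28, -0.35 and -0.29 under the same 5, all with exact permutation p under 0.05, and became 0.012 under the 75th percentile, -0.30 with run as a block (exact permutation p = 0.0533) and -0.078 with the mean of all probes. With arrays left out it ran from -0.34 to 0.027, the latter without MEP replicate 1. The background is made of genes past the F-test, and its size changes with the setting, from 1607 to 1178 genes for the HSC list with run as a block. The cause of the reversals was not tested. In called targets, the HSC list had 82 higher and 17 lower under the 75th percentile, 72 and 6 with run as a block, and 72 and 26 with the mean of all probes. The GMP list had 132 lower and 43 higher, 126 and 44, and 123 and 52 in the same order.

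The 11438 genes called between HSC subsets and myeloid populations became 4520 with run as a block and 7624 with slide as a random block. The fit with run as a block rests on fewer arrays for this contrast, since only run 2 holds both sides. The split of 53.2% higher became 69.9% under the 75th percentile and 45.4% with the mean of all probes. The 75th percentile put the median difference of all genes at 0.37 in HSC subsets, from 0.044, and at -0.32 in GMP, from -0.047. The genes called in GMP ran from 3560 without GMP replicate 2 to 6407 with arrays left out. Genes past the F-test ran from 1163 to 2002 and probes from 1250 to 2191 with arrays left out. Without MEP replicate 2 the numbers were 1202 and 1295.

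Arrays with the same replicate number were checked for shared deviations. Of 14 such pairs within HSC subsets or within myeloid populations, 13 had a correlation over 0.1 and 1 had -0.044, and of 15 pairs across them 0 had. Of these 13 pairs, 9 shared a slide and 4 did not. Of pairs with different numbers, 13 of 91 had a correlation over 0.1. The paper isolated HSC subsets in 1 sort and myeloid populations in another, so arrays of 1 number may share a sort. The numbers were not taken as pairing over the whole series, so the main tests take the arrays as independent. With the replicate block the HSC list was at 0.26 (exact permutation p = 0.055), the GMP list at -0.17 (exact permutation p = 0.367), the genes past the F-test at 1122 and the probes at 1203.

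The LT-HSC number of expressed mRNAs was 8746 by the methods' t-test with unequal variances, and it ran from 14018 to 15627 with arrays left out. Among 102 comparisons of 95 named genes, 94 were called. Those that reversed were Cd3e (-0.37), Cd79a (-0.51) and Fcgr3 (0.19) with run as a block, and Fbxo21 (-0.30) and Nras (-0.16) with the mean of all probes. The cause was not tested. Dim intensity limits what can be seen in LT-HSC, where 41.4% of spots of the unnumbered array were well above background.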

Differences from the paper's values

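The paper gives 261 mRNAs as the input to its model, after an F-test filter and a filter on target predictions, against 1822 gene names past the F-test alone here. The second filter was not repeated, so the pair does not measure the same step. Of the alternatives set before the data were examined, none brought the number within 1.5 times the paper's, and the lowest was 1122 with the replicate block.

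The number of expressed mRNAs in Fig. 2D, read by eye, is about 12000 in LT-HSC, about 22000 in ST-HSC and about 21000 in MPP. It is about 17000 in CMP, about 16000 in GMP and about 17000 in MEP. No number given at the claim differed by more than 1.5 times. Of the other alternatives, the methods' t-test with unequal variances differed by more in ST-HSC, at 14140. Counts of probes differed by more in LT-HSC, at 21376, and in GMP, at 24402. The methods' t-test on the authors' table, chosen after seeing the values, gave 12211, 21549, 20431, 17372, 15721 and 16936 in the same order. In the figure ST-HSC has the most mRNAs. By limma 18273 were counted in MPP and 18142 in ST-HSC, and by the methods' t-test on the same values 19369 and 19488. With unequal variances ST-HSC, at 14140, was under MPP at 15711, CMP at 15616, GMP at 15059 and MEP at 14351.

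The paper states that each HSC target has a pattern inverse to that of its miR, and HSC miRs are higher in HSC subsets. Of 115 HSC targets, 84 were higher in HSC subsets here and 19 lower. Of the first 5 distinct pairs of Table S3 whose miR has a value in every population in Table S1, 4 had a positive correlation of levels over the populations, and 2 of these 4 turned negative (-0.69 and -0.21) without 2 populations. Without the LT-HSC arrays these 2 pairs stayed positive, at 0.75 and 0.81. The targets and the pairs were both compared by levels, while the paper's model uses ordered stages. The choice of pairs also left out miRs that are below the paper's threshold in some population.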

Other observations

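Apart from the 2-array test, the random regroupings, the host gene tests, the share of called genes that keep their sign in run 2 and the refit with run as a block, which were planned, the tests below were chosen after the result was seen: the sign share of genes called in runs 1 and 3 alone, the comparison of sign shares with other splits of run 2, the comparison of the blocked refit with other splits of run 2, the dim LT-HSC array, the run of the ST-HSC and MPP arrays, the opposite probes, the genes lost under the block and the mature cell lists.

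The result as large as the real one was found in 1 of 100 random regroupings of the arrays, the real one, for the genes called between HSC subsets and myeloid populations, for those of GMP, for those of MEP and for the probes past the F-test, so chance can be excluded for all 4.

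Scanning runs part most arrays of HSC subsets from most myeloid arrays. As the whole cause of the genes called between them, the runs are argued against by the refit with run as a block. It still called 4520 genes, with 72 HSC targets higher. The 9 other splits of the run 2 arrays called at most 280 genes, with at most 4 HSC targets higher. Every such split gives some arrays the label of another population, which widens the spread of the fit. Few calls there would follow whether or not the runs are the cause, so the comparison does not decide it. With 10 splits the share cannot fall below 0.1, so the splits describe and do not test. The planned test was the share of called genes that kept their sign in run 2, which was 84.6%, and 97.6% of the HSC targets called higher. Those calls use the run 2 arrays themselves, and without them the share did not separate the runs from the populations. Of genes called in runs 1 and 3 alone, 70.4% kept their sign, against 70.1% in another split of run 2, and of HSC targets higher in those runs 95.3% did, a share that another split also reached. For the 7740 genes called only without the block, of which 72.9% kept their sign with it, run and population cannot be told apart, because the block also removes most arrays from the contrast.

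LT-HSC had the fewest expressed mRNAs. With 2 arrays in each other population the lowest number was 15466, still above the 15262 of LT-HSC, which argues against the number of arrays. The dim unnumbered array stays open. Without it LT-HSC had 15627 expressed genes, under the 16122 of MEP in the same fit, and its other array had 13622 genes above the dark spots. By the background call that array had 15834 genes, more than the 13916 of MEP. The measures thus go different ways, and 1 array is left. Lower detection also stays open, since in simulated data 84.75% of probes above the dark spots were called in LT-HSC, against at least 96.2% elsewhere.

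Whether the scanning run accounts for the higher numbers of ST-HSC and MPP stays open. In run 2 they had 15894 and 16564 genes well above background, against 16563 in CMP, 15900 in GMP and 14189 in MEP, or means of 16229 and 15551, while all run 3 arrays of ST-HSC and MPP had at least 18915. By the dark spots, the run 2 arrays had 18745 genes in ST-HSC and 17419 in MPP, above the 16198 in CMP, 16911 in GMP and 17287 in MEP, so the measures go different ways. Run 3 holds no myeloid array, so a difference between populations stays open as well.

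Of called genes with several probes, 16.8% had a probe called the opposite way in the comparison of HSC subsets, against 1.84% in GMP and 3.20% in MEP. With run as a block the share was 0.773%. The block leaves fewer and stronger calls, and as many of the strongest calls without it gave 2.11%, still above 0.773%. With the block the share also fell to 0.518% in GMP. It fell to 1.45% in MEP, where called genes with several probes rose from 3749 to 4077. Fewer calls alone therefore did not give the whole fall. The part of the scanning run still cannot be sized, since the block also removes most arrays from the comparison of HSC subsets.

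All 5 mature neutrophil genes and all 5 B cell genes were highest in LT-HSC, as were 3 of 5 T cell genes and 0 of 5 mature erythroid genes, 13 in all. S100a9 was at 18.29 ± 0.33 (SD, n = 2) in LT-HSC and 18.09 ± 0.54 (SD, n = 3) in ST-HSC, and Igh-6 was at 15.55 ± 0.63 (SD, n = 2) in LT-HSC and 15.12 ± 0.11 (SD, n = 3) in MPP. RNA from mature cells may have reached the LT-HSC samples, but the genes that gave the pattern are those of the test, the populations studied express many of them, and both LT-HSC arrays share 1 slide, so this cannot be told apart from expression in LT-HSC or an effect of the slide. The 5 GMP markers were highest in GMP, the 5 MEP markers in MEP, and of 4 HSC markers 2 were highest in LT-HSC, 1 in ST-HSC and 1 in MPP.

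Host genes of the paper's GMP miRs were higher in GMP for 6 of 8, against 44.6% of all genes (exact binomial test, two-sided, p = 0.151), with 5 called higher and 0 called lower. Host genes of MEP miRs were higher in MEP for 11 of 20, against 50.4% of all genes (exact binomial test, two-sided, p = 0.824), with 7 called higher and 5 called lower. Neither test of the share reached p under 0.05, and with few hosts of unknown strand they cannot settle whether the miRs follow their hosts. Named after their values were seen, as the largest changes, Ank1, the host of miR-486, had a log2 difference of 5.21 in MEP and Aatk, the host of miR-338, one of 2.91 in GMP.

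Of 16 tests for an outlying array among the 8 arrays of HSC subsets or the 9 myeloid arrays, over intensity, background, correlation and list scores, 0 passed the critical value.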
